A study of Rattus norvegicus with 16 samples.

How the data were processed

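Brains of Long Evans rats were flash frozen, total RNA was extracted from the periaqueductal gray, and per the labels libraries were made from it with Illumina's TruSeq RNA kit. Groups were taken from the genotype and sex labels, with 4 libraries in each of 4 groups and 16 in all, which are separate animals as far as the labels say. Library names differ in style between the sexes, so sex may go with a cohort that the labels do not state. For that reason no direct test of females against males was made. Per the labels the authors used RSEM, which shares reads that match several genes among them by estimated abundance, and edgeR 3.9; the aligner, genome build, annotation and filter on low counts are not given in the sources used here.

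The authors deposited a table for each sex with a row per Ensembl gene ID. Its log2 fold changes are the authors' estimates of Pink1-/- over WT, and its average log2 CPM is the authors' mean level over the libraries of that sex. The deposited likelihood-ratio score has 1 degree of freedom, and the deposited p-values equalled the upper chi-square tail of that score to within 7.3e-15. The deposited adjusted p-values are Benjamini-Hochberg values by the authors. Both tables were normalized separately by the authors, so levels were not compared between sexes. A few tested genes are not analysed here. The lowest average level was 0.503 CPM in females and 0.463 CPM in males. No value per library was analysed, so depth per library, the spread between animals and the Pink1 level of each animal are unknown, and no test of single libraries was made. Since RSEM divides reads between near-identical copies, fold changes of gene families, pseudogenes and repeated sequences are uncertain, and a gene can appear to change when its reads move to a copy.

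The count tests planned before the data were examined could not be run on such tables. The written fall-back was used, which takes the authors' log2 fold change, p-value and adjusted p-value per gene as deposited, with a threshold of 0.05 on the adjusted p. Tables were joined by Ensembl ID, which gave 13731 shared genes of 14857 in either table. For 279 shared IDs the gene symbol differed between tables, so symbols were not used for joining. The standard error of a log2 fold change was approximated as its size divided by the root of the likelihood-ratio statistic. Differences between sexes were tested as the difference of log2 fold changes over the root of the summed squared standard errors with normal p-values and Benjamini-Hochberg adjustment. A joint fit over both sexes was planned and could not be run; the means with inverse-variance weights that replace it were chosen after seeing the data.

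Of 35 gene lists fixed at the same time, those with at least 5 tested members were compared with all other genes by cameraPR in limma 3.58.1 (R 4.3.3) on the signed root of the likelihood-ratio statistic, with a preset correlation of 0.01 between genes. A correlation estimated per list and rotation tests need values per library and were not run; a preset correlation of 0.05 and a rank version were used beside it. List members whose symbol stood on different IDs in the tables, 9 in all, were left out. P-values of lists were adjusted by the Benjamini-Hochberg method within each comparison.

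Genes were named by a rule fixed in advance: Pink1; per sex up to 10 higher and 10 lower genes with the smallest p among those past the threshold, with an average of at least 1 CPM and a name that is not a placeholder; up to 5 each way for the planned joint fit over both sexes, applied here to the mean that replaced it, and for the difference between sexes; and up to 4 members per list. Genes called in both sexes, and the 3 with the smallest p among named genes called only by the mean over both sexes, were named in addition after their values were seen.

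Gene order for the tests of neighbouring genes came from the NCBI RefSeq gene table of assembly GRCr8, which may not be the authors' build, so no coordinates are given. Of 12922 named genes, 12826 matched by symbol or synonym. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Calculations were tested on simulated data with the standard errors of the 13731 shared genes, of which 200 were changed. The test of the difference between sexes recovered 66% of genes that differed by 1 on the log2 scale and 95% of those that differed by 2, and 3.6% of its calls were false. The mean over both sexes recovered 97% and 100% at the same sizes, with 4.4% of calls false. With nothing changed, neither called a gene. In 100 simulations of the list test on 14272 genes, 99.3% of lists raised by 1.5 on the scale of the statistic were recovered, and 2 lists were called with nothing changed. In the gene simulations values were drawn with the deposited estimates' own standard errors, so they test the calculations and not the authors' count model. The list simulations drew independent normal values and held no correlation between members. Their count of false calls therefore does not carry over to lists of correlated genes.

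Alternatives were other thresholds, a minimum fold change, a minimum level, leaving out placeholder names, other weights and statistics, other correlations for the list test, and other gene sets and a join by symbol for the agreement between sexes.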

Results

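Bulk RNA sequencing was used to measure transcript levels in the periaqueductal gray (PAG), a midbrain region that takes part in vocalization, pain control and autonomic responses. Tissue came from Long Evans rats aged 8 months that lacked Pink1 (Pink1-/-) or were wildtype (WT) controls. Pink1 encodes a mitochondrial kinase that marks damaged mitochondria for removal, and its loss is used as a rat model of early-onset Parkinson disease. The 16 libraries fell into 4 groups, which were female WT, female Pink1-/-, male WT and male Pink1-/-, with 4 libraries in each. The files analysed were the authors' comparison of Pink1-/- with WT in each sex, with 14272 genes in females and 14316 in males, and they carried no value per library. Library depth is therefore unknown, and the precision behind each value is given only by its likelihood-ratio test. The authors' deposited table for females had a median average level of 16.08 CPM (read counts scaled to the library total) per gene, and the one for males 13.16 CPM. All log2 fold changes below are Pink1-/- over WT.

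The first comparison concerned the targeted gene, which checks the genotype labels. Pink1 transcript was far lower in Pink1-/- rats of both sexes. In the authors' deposited table for females, Pink1 had a log2 fold change of -5.24 with a likelihood-ratio statistic of 1776. The male value in the authors' deposited table was -5.53, with an adjusted p of 9.0e-102. Levels in single libraries were not analysed here, so each animal's genotype label could not be checked. The Y-linked genes Kdm5d and Eif2s3y had rows in the authors' deposited table for males and none in that for females.

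The female comparison asked which transcripts differed between Pink1-/- rats and WT controls of that sex. Besides Pink1, female Pink1-/- rats had lower transcript of single genes such as Srd5a1, Akr1b8 and Tlr3, and higher transcript of Frem3, Padi2 and the neuropeptide list. In the authors' deposited table for females, 114 of 14272 genes passed an adjusted p of 0.05, of which 67 were higher and 47 lower in Pink1-/- rats and 34 had placeholder names. An unadjusted p under 0.05 was listed for 1155 genes (8.09%) in the authors' deposited table for females, where 5% would be 714.

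Among the lower genes were Srd5a1, which encodes a steroid 5-alpha reductase, and Akr1b8, an aldo-keto reductase. Their log2 fold changes in the authors' deposited table for females were -1.14 (adjusted p = 2.9e-13) and -1.69 (adjusted p = 4.2e-11). Golgb1, a large Golgi protein, was at -0.72 (adjusted p = 1.2e-09) in the authors' deposited table for females. Tlr3, a receptor for double-stranded RNA, was at -1.24 (adjusted p = 3.2e-07), and Slc35c2, a solute carrier, at -1.01 (adjusted p = 1.7e-07) in the authors' deposited table. Maco1, which encodes macoilin, had a smaller change of -0.51 (adjusted p = 1.2e-05) in the authors' deposited table. Rpl21 at -3.53, Gstm3 at -8.67 and the small nuclear RNA row RF01848 at -9.19 in the authors' deposited table belong to families with near-identical copies, so their values are uncertain.

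Higher genes included Frem3, an extracellular matrix protein, with a log2 fold change of 3.38 (adjusted p = 1.7e-07) in the authors' deposited table for females, at an average of only 1.76 CPM. Padi2, which converts arginine to citrulline in proteins, was at 0.48 (adjusted p = 1.9e-05), and Slc27a1, a fatty acid transporter, at 0.53 (adjusted p = 0.00012) in the authors' deposited table for females. The matrix protein gene Matn2 was at 0.98 (adjusted p = 0.00021), and Otof, a calcium sensor of synaptic vesicle release, at 0.83 (adjusted p = 0.00028) in the authors' deposited table. For the transcription factors Tcf7l2 and Zfhx3 the values in the authors' deposited table were 0.84 (adjusted p = 0.00037) and 0.48 (adjusted p = 0.00058). Nrgn, a postsynaptic calmodulin-binding protein, was at 1.07 (adjusted p = 0.00073), and Cyp4v3, a cytochrome P450, at 0.84 (adjusted p = 0.00081) in the authors' deposited table. The row RF00015, a small RNA family with many copies, was at 7.50 (adjusted p = 7.4e-05) in the authors' deposited table and is uncertain for the same reason.

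Gene lists fixed in advance were compared with all other genes by limma's cameraPR on the signed root of the likelihood-ratio statistic. In females 6 of 31 lists passed an adjusted p of 0.05. The neuropeptide list rose (adjusted p = 1.2e-06), with 15 of 18 members higher and a median log2 fold change of 0.44 in the authors' deposited table for females. Of these, 4 members passed over all genes and 7 when adjusted over the list alone. Sst, the inhibitory peptide somatostatin, was at 1.14 (adjusted p = 0.0012), Vgf at 0.67 (adjusted p = 0.011), the synapse organizer Cbln2 at 0.52 (adjusted p = 0.023) and Vip at 2.99 (adjusted p = 0.049) in the authors' deposited table. The astrocyte list rose as well (adjusted p = 8.1e-07), with 17 of 20 members higher and a median of 0.23 in the authors' deposited table. Within it, 1 member passed over all genes and 2 adjusted over the list alone, namely the gap junction gene Gja1 at 0.38 (adjusted p = 0.043) and Gpr37l1 at 0.35 (adjusted p = 0.21 over all genes) in the authors' deposited table.

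Immediate-early genes, which neurons induce after activity, also rose in females (adjusted p = 7.6e-05), with 17 of 19 members higher and a median of 0.33 in the authors' deposited table. Fosb was the 1 member that passed, both over all genes and adjusted over the list alone, at 1.69 (adjusted p = 0.023) in the authors' deposited table, and Arc was at 0.53 (adjusted p = 0.28). The glutamatergic list rose (adjusted p = 0.00013), with 8 of 10 members higher, 1 member past the threshold over all genes (Tcf7l2) and 4 adjusted over the list alone in the authors' deposited table. Besides Tcf7l2 those were Lhx9 at 0.67, Barhl1 at 1.25 and the vesicular glutamate transporter Slc17a7 at 1.12 in the authors' deposited table, none of which passed over all genes.

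Lists of mitochondrial genes moved little. The mitophagy and mitochondrial dynamics list lay lower in females (adjusted p = 0.0039), but its median in the authors' deposited table was -0.08 with 30 of 43 members lower. For the genes encoded by mitochondrial DNA (adjusted p = 0.016) the median was -0.09 with 11 of 13 lower in the authors' deposited table. No member of these lists passed over all genes or adjusted over the list alone in the authors' deposited table, where 5 and 1 members had an unadjusted p under 0.05. Both calls were lost at a preset correlation of 0.05 between genes (adjusted p = 0.11 and 0.082). There was no significant shift of complex I subunits (median -0.01, adjusted p = 0.79), of the subunits of complexes II to V (median -0.05, adjusted p = 0.10) or of other Parkinson disease genes (median 0.00, adjusted p = 0.88) in the authors' deposited table for females. Single genes past the threshold in lists that did not pass were Tlr3, Snap25, a synaptic vesicle fusion protein, at -0.32 (adjusted p = 0.023) and the oligodendrocyte gene Opalin at -0.58 (adjusted p = 0.040) in the authors' deposited table for females. Ecel1, an endopeptidase of the cholinergic list, which had too few members for a test, was at 0.85 (adjusted p = 0.019) in the authors' deposited table. Calls with a correlation estimated from the libraries could not be computed in either sex.

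The male comparison asked the same question in male rats. Male Pink1-/- rats had lower transcript of single genes such as Slc39a12, Slc7a11 and Mx2, and of the serotonergic list. In the authors' deposited table for males, 112 of 14316 genes passed an adjusted p of 0.05, with 52 higher and 60 lower in Pink1-/- rats and 41 with placeholder names. An unadjusted p under 0.05 was listed for 700 genes (4.89%) in the authors' deposited table for males, where 5% would be 716.

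Slc39a12, a zinc transporter, had a log2 fold change of -2.07 (adjusted p = 1.2e-21) and Slc7a11, the cystine-glutamate exchanger, one of -1.54 (adjusted p = 1.0e-16) in the authors' deposited table for males. The interferon-induced GTPase Mx2 was at -1.92 (adjusted p = 8.9e-10) and Nlrp1a, an inflammasome sensor, at -1.56 (adjusted p = 0.00013) in the authors' deposited table for males. Pex11a, which acts in peroxisome division, was at -1.55 (adjusted p = 8.6e-09) and Retsat, a retinol saturase, at -1.11 (adjusted p = 6.7e-06) in the authors' deposited table. Sgk1, a kinase induced by corticosteroids, was at -0.92 (adjusted p = 1.7e-05) and F3, tissue factor, at -0.999 (adjusted p = 4.0e-05) in the authors' deposited table. Values in the authors' deposited table were -1.28 (adjusted p = 0.00063) for Slc35d3, a solute carrier, and -1.32 (adjusted p = 0.00077) for Cd4, a surface protein of T cells and macrophages.

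Frem3 was again higher, at 3.38 (adjusted p = 9.9e-14) in the authors' deposited table for males. Eml1, a microtubule-associated protein, was at 1.31 (adjusted p = 2.5e-11) and the transcription factor Jund at 1.45 (adjusted p = 4.1e-09) in the authors' deposited table. Pus7l, a pseudouridine synthase homolog, was at 1.55 (adjusted p = 3.6e-07), and Rbm41, an RNA-binding protein, at 0.90 (adjusted p = 8.6e-06) in the authors' deposited table. Pbld1 was at 1.87 (adjusted p = 8.8e-15) in the authors' deposited table for males. Near-identical copies make Rpl30 at 2.84, the MHC gene RT1-N2 at 7.81, the amylase gene Amy1a at 4.19 and the U1 RNA row RF00003 at 0.79 in the authors' deposited table uncertain.

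Of the 32 lists tested in males, 3 passed. Serotonergic markers fell (adjusted p = 8.2e-06), with 7 of 7 members lower and a median of -0.45 in the authors' deposited table for males. One enzyme of monoamine breakdown, Maob, passed over all genes at -0.45 (adjusted p = 0.040) in the authors' deposited table, and 4 members passed adjusted over the list alone. These included Tph2, the rate-limiting enzyme of serotonin synthesis in neurons, at -2.41 and the serotonin transporter Slc6a4 at -2.57 in the authors' deposited table, whose adjusted p over all genes were 0.21 and 0.23. The neuropeptide list fell (adjusted p = 0.0056), with 15 of 18 members lower and a median of -0.22 in the authors' deposited table. No neuropeptide passed over all genes in males and 1 did adjusted over the list alone, Scg2, a precursor stored in secretory granules, at -0.38 (adjusted p = 0.095 over all genes) in the authors' deposited table. Cerebellar markers, which are not characteristic of the PAG, rose in males (adjusted p = 0.024), with 10 of 12 members higher, a median of 0.87 and no member past the threshold over all genes or adjusted over the list alone in the authors' deposited table. Cbln1 was at 1.30 and Fat2 at 2.24 in the authors' deposited table, with unadjusted p of 0.042 and 0.11. At a preset correlation of 0.05 the neuropeptide and cerebellar calls in males were lost (adjusted p = 0.071 and 0.10), and the serotonergic call was kept (adjusted p = 0.00010).

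There was no significant shift in males of complex I subunits (median 0.01, adjusted p = 0.79), of complexes II to V (median 0.05, adjusted p = 0.42), of mitophagy genes (median -0.03, adjusted p = 0.51) or of other Parkinson disease genes (median 0.00, adjusted p = 0.87) in the authors' deposited table. Interferon-stimulated genes (adjusted p = 0.12) and inflammatory mediators (adjusted p = 0.31) did not pass as lists in males. Single genes past the threshold in lists that did not pass were Slc7a11, Mx2 and Tlr3, together with Psat1, an enzyme of serine synthesis, at -0.53 (adjusted p = 0.0015) and the iron carrier Tf at -0.53 (adjusted p = 0.013) in the authors' deposited table for males.

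The sexes were then compared for agreement of the genotype effect over the 13731 genes present in both tables. A small set of genes moved together in females and males. Of 100 genes called in females and 102 called in males, 24 were called in both sexes, against 0.74 for independent lists (Fisher exact test, p = 2.3e-30), and 23 of these had the same direction, 14 higher and 9 lower. Pink1, the targeted gene, is among the 9 lower. Only 11 of the 24 had a gene name in both tables, and 5 of the higher rows held the same values to 3 decimals, which counts copies of a sequence more than once. The Fisher test takes rows as independent, which such copies are not, so its p is too small. Lower in both sexes were Sgk1 (-0.84 in females and -0.92 in males), Retsat (-1.22 and -1.11), Srd5a1 (-1.14 and -0.79) and Tlr3 (-1.24 and -0.96) in the authors' deposited table for each sex. Akr1b8 (-1.69 and -0.78; the male row is named Akr1b10) was also lower in both in the authors' deposited table for each sex. Higher in both were Padi2 (0.48 and 0.61), Cnksr3, a scaffold of epithelial sodium transport, (0.66 and 0.72), Frem3 (3.38 and 3.38) and Eqtn, an acrosomal protein, (2.29 and 1.87) in the authors' deposited table for each sex. The 1 gene called in opposite directions was the placeholder row AABR07024139.1, at 7.63 in females and -1.35 in males in the authors' deposited table for each sex; it was named after its values were seen. Across genes, which are not independent replicates, the log2 fold changes correlated with a Spearman rho of 0.192 and a Pearson r of 0.217. Among genes with an average above 5 CPM in both sexes rho was 0.263.

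**Figure D1:**
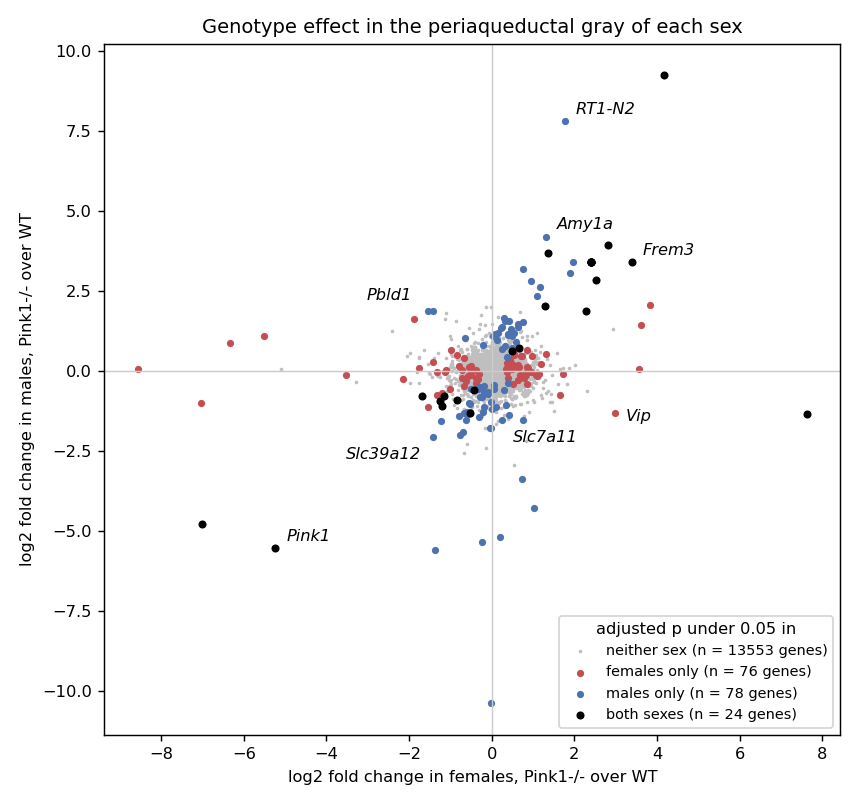
Log2 fold change (Pink1-/- over WT) of each of the 13731 genes in both tables, in females (x axis) and in males (y axis), coloured by whether the authors' adjusted p was under 0.05 in neither sex (13553 genes), females only (76), males only (78) or both (24). Pink1 lies at the lower left in both sexes and Frem3 at the upper right, while Vip and Pbld1 lie in quadrants of opposite sign.

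A fit over all 16 libraries needs counts and was not run. In its place, the log2 fold changes of both sexes were averaged with inverse-variance weights, a choice made after seeing the data, and 160 genes passed an adjusted p of 0.05, 88 higher and 72 lower. Besides Pink1, lower named genes with small p were Slc39a12 with a mean of -1.95 ± 0.18 (SE), Srd5a1 with -1.04 ± 0.12, Tlr3 with -1.12 ± 0.15 and Sgk1 with -0.88 ± 0.12. The higher ones were Frem3 with 3.38 ± 0.32, Padi2 with 0.53 ± 0.069, Eml1 with 0.98 ± 0.13, RT1-N2 with 4.50 ± 0.62 and Jund with 1.10 ± 0.16. For RT1-N2 the effects of the sexes differed in the test of the difference, so its mean describes neither sex. A further 46 genes passed that were called in neither sex alone, of which the named genes with the smallest p were Prim1, a DNA primase subunit, with -0.43 ± 0.095, Nit2, an omega-amidase, with 0.63 ± 0.15 and Cep295, a centriole protein, with 0.34 ± 0.083.

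Whether the genotype effect differed between sexes was tested per gene as the difference of both log2 fold changes over its approximate standard error, with a normal p-value. In this test 32 of 13731 genes passed an adjusted p of 0.05, 25 of them with opposite signs in the sexes, and 491 genes had an unadjusted p under 0.05. Only 17 of the 32 had names, and 12 genes passed when placeholder names were left out. Slc7a11 was at 0.25 in females and -1.54 in males in the authors' deposited table for each sex, a difference of 1.79 (adjusted p = 5.6e-13). Nlrp1a was at 0.75 and -1.56 (adjusted p of the difference 0.0014), and the lysosomal enzyme gene Arsb at 0.40 and -0.38 (0.00045) in the authors' deposited table for each sex. The neuropeptide-list genes Cbln2, at 0.52 and -0.41 (adjusted p of the difference 0.0033), and Vip, at 2.99 and -1.34 (0.0072), rose in females and had negative values in males in the authors' deposited table for each sex. In the other direction, Golgb1 was at -0.72 and 0.03 (adjusted p of the difference 0.00083), and Fgf11, a regulator of sodium channels, at -0.67 and 0.39 (0.033) in the authors' deposited table for each sex. Pbld1 at -1.55 and 1.87 (adjusted p of the difference 2.4e-08), Rpl21 at -3.53 and -0.14 (2.5e-05) and RT1-N2 at 1.77 and 7.81 (0.0014) also differed in the authors' deposited table for each sex. Sex went with library naming style and with the table, so a difference of cohort cannot be separated from a difference of sex.

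The same comparison of gene lists gave 9 of 31 lists whose effects differed between sexes. It used only members tested in both sexes, while the medians given cover all members tested in each sex. The neuropeptide list differed most clearly (median 0.44 in females and -0.22 in males, adjusted p = 1.5e-14), followed by astrocyte markers (0.23 and -0.05, adjusted p = 1.4e-09) and immediate-early genes (0.33 and -0.16, adjusted p = 9.4e-05), with medians from the authors' deposited table for each sex. Ependymal and cilia genes (0.27 and -0.38, adjusted p = 0.0036), serotonergic markers (-0.04 and -0.45, adjusted p = 0.0030) and glutamatergic markers (0.20 and 0.06, adjusted p = 0.0044) also differed in the authors' deposited table for each sex. Differences of interferon-stimulated genes (0.16 and -0.03, adjusted p = 0.0062), complexes II to V (-0.05 and 0.05, adjusted p = 0.011) and myelin markers (-0.02 and 0.08, adjusted p = 0.015), with medians from the authors' deposited table for each sex, were lost at a preset correlation of 0.05 (adjusted p = 0.059, 0.13 and 0.12). In males the lower neuropeptides therefore stood beside higher cerebellar and lower serotonergic markers, and the lower ependymal genes fell short of the threshold there (adjusted p = 0.052) and passed in a version of the test with ranks (adjusted p = 0.0064).

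**Figure D2:**
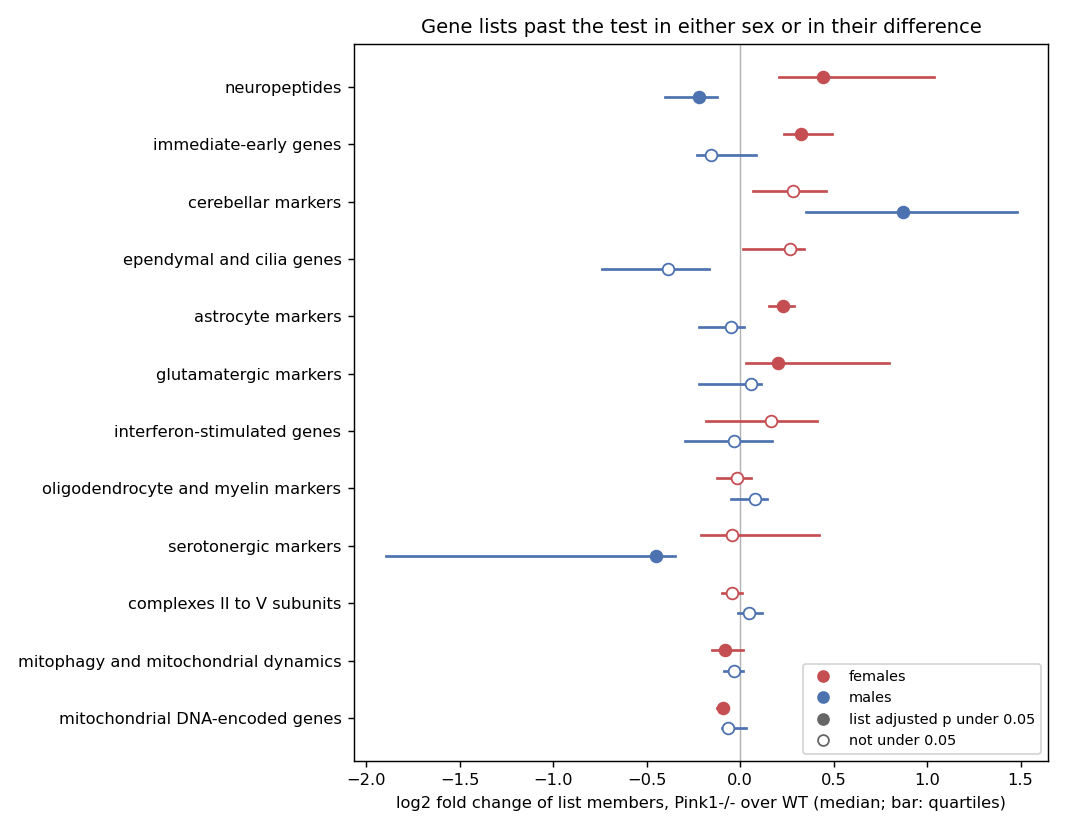
Median log2 fold change (Pink1-/- over WT) of the members of the 12 gene lists that passed in either sex or in the difference between sexes (x axis, log2 units), with bars from the lower to the upper quartile of members and filled points where the list passed an adjusted p of 0.05 in that sex. Neuropeptides lie at 0.44 in females and -0.22 in males, and serotonergic markers at -0.04 and -0.45.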

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

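The tests on shared copies and on tissue and cell types in this part were chosen after the results were seen; the tests of neighbouring genes and of the summed Rpl30 level were fixed before, with the nearness of Padi2 to Pink1 already suspected.

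Results here were singled out because the genotype effect differed between females and males in the test of the difference itself. The approximate test called 32 genes. Female minus male differences of log2 fold changes among the named genes were 1.79 for Slc7a11, 0.79 for Arsb, 2.31 for Nlrp1a, 0.93 for Cbln2 and 4.33 for Vip. They were -3.43 for Pbld1, -3.38 for Rpl21, -0.75 for Golgb1, -6.03 for RT1-N2 and -1.06 for Fgf11. The lists that differed were neuropeptides (adjusted p = 1.5e-14), astrocyte markers (1.4e-09), immediate-early genes (9.4e-05), serotonergic markers (0.0030), ependymal and cilia genes (0.0036), glutamatergic markers (0.0044), interferon-stimulated genes (0.0062), complexes II to V subunits (0.011) and myelin markers (0.015). Of these, the last 3 were lost at a preset correlation of 0.05 (adjusted p = 0.059, 0.13 and 0.12), and interferon-stimulated genes also with ranks (0.055).

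Neuropeptides, immediate-early genes and astrocyte markers rose in females, and serotonergic and neuropeptide lists fell in males, the latter with a call that was lost at a preset correlation of 0.05 (adjusted p = 0.071). A gain of all glia alike is argued against in females, since astrocyte markers averaged 0.20 and the markers of microglia, oligodendrocytes and their precursors 0.01 on the log2 scale (permutation test over genes, which are not independent, p = 0.00028). The astrocyte list entered this test because it had risen in the same data, so that p is too small. Neurons were not part of the test. In males a different share of neighbouring tissue in the dissected piece remains a candidate explanation. The lists counted as such tissue were the cerebellar, forebrain and thalamic, choroid plexus and ependymal ones. Serotonergic markers were part of the pattern and not counted, though their fall could itself reflect such a share. Of the lists counted, cerebellar markers stood apart (cameraPR, adjusted p = 0.024, or 0.10 at a preset correlation of 0.05). Fat2 was at 2.24 (an average of 19.28 CPM) and Cbln1 at 1.30 (5.72 CPM) in the authors' deposited table, with only 1 of 12 members at an unadjusted p under 0.05. The choroid plexus gene Ttr was at 3.10 in males in the authors' deposited table, while 5 of 8 members of its list were lower. Cerebellar markers had medians of 0.28 in females and 0.87 in males in the authors' deposited table for each sex. Their difference between sexes, tested on the 9 members tested in both sexes, did not pass (cameraPR, adjusted p = 0.31). The median difference of those members was -0.14, female minus male. In females serotonergic and dopaminergic markers were counted as well, and the smallest adjusted p of these lists was 0.22, for ependymal and cilia genes (cameraPR). The glutamatergic list, which passed in females (cameraPR, adjusted p = 0.00013), was not counted. With values per library lacking, uneven dissection cannot be told apart from an effect of genotype there. An effect of sex on the response to Pink1 loss is untested, because sex goes with library naming style and may go with a cohort.

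A large share of calls fell on genes with placeholder names, 29.8% of called genes against 10.8% of others in females and 36.6% against 11.9% in males. Placeholder names were enriched among calls with odds ratios of 3.52 in females and 4.26 in males (Fisher exact test, p = 2.8e-08 and 2.0e-11). These ratios restate the same shares and do not test a cause. Rows with values equal to another row's to 3 decimals were also enriched among calls. Their odds ratios were 10.30 in females and 5.14 in males (Fisher exact test, p = 1.8e-07 and 0.0039). Such rows are not independent, so these p-values are too small. Reads shared between near-identical copies may account for part of the calls. In females 10 called genes formed 2 sets with the same values to 3 decimals, and in males 5 called genes formed 1 set. A second value bears on the Rpl30 pair, whose symbols are exchanged between the tables, so that Rpl30 appears lower in females and higher in males while both IDs moved the same way in both sexes. The level summed over the pair, rebuilt from fold change and average level, changed by 0.53 in females and -0.10 in males on the log2 scale, so a move of reads from one copy to the other would cover nearly all of the male change and not the female one, and cannot be told apart from a change of expression.

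Genes called in both sexes raise the question of a stretch of chromosome that differs between the Pink1-/- and WT colonies. Over the 135 named genes called in either sex, 17 pairs lay within 10 tested genes of each other, against 14.0 on average in 10000 random draws (permutation p = 0.23). This argues against clustering as the main source of these calls. Genes called in both sexes were not tested alone, and scattered variants would leave no clustering. Tlr3, called in both sexes, lay 3 places from the called gene Ufsp2 and 2 from Cyp4v3, so a linked variant stays open for Tlr3. Cnksr3, also called in both sexes, lay 6 places from the called gene Vip, so a linked variant stays open there too. Of the 100 tested genes around Pink1, 13 had an unadjusted p under 0.05 in either sex. A share of 0.347 of windows elsewhere had as many, so that stretch did not stand out by this count. At the adjusted threshold 3 of these 100 genes were called, Maco1, Klhdc7a and Padi2, against 135 of the 12813 genes placed. Klhdc7a and Padi2 lay 4 places apart, and whether 3 calls exceed other windows was not tested. Padi2 was called in both sexes, so a single linked variant stays open for Padi2. A direct effect of Pink1 loss was not separable from differences of colony by these tests.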

How the results depend on the processing

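Alternatives that left out placeholder names, set a minimum level, changed weights or statistics, joined by symbol, or used ranks or a preset correlation of 0.05 were chosen after seeing the data. Of 61 alternative values over 26 results, 46 stayed on the same side of the threshold or within 1.5 times the reported count. For rho the limit used instead was the reported value's confidence interval over genes, which are not independent. No direction of a called list was reversed with ranks, and a change of preset correlation cannot reverse one. Without placeholder names the calls fell from 114 to 66 in females, from 112 to 60 in males and from 32 to 12 for the difference between sexes; fewer genes were then tested and the named calls were adjusted among themselves. At an adjusted p of 0.1 the mean over both sexes called 251 genes in place of 160, by construction. Agreement between sexes rose from a rho of 0.192 to 0.263 among 9943 genes above 5 CPM; the cause was not tested. The lists called in males numbered 1 at a preset correlation of 0.05 and 5 with ranks, in place of 3, with ependymal and cilia genes and cytosolic ribosomal proteins gained (both at 0.0064); a higher preset correlation widens the test by construction, and the cause of the change with ranks was not tested. Of 18 calls of single lists, 8 values fell short of the threshold, 7 at the preset correlation of 0.05 and 1 with ranks (interferon-stimulated genes, 0.055). The difference test on the signed root of the statistic called 40 genes, 30 of them shared with the 32 reported. Not run, because they need values per library, were other normalizations, other filters on counts, the likelihood-ratio test set against the quasi-likelihood test, DESeq2, limma-voom, a joint fit of all libraries, other pseudocounts and prior counts, an estimated correlation, rotation tests, leaving out libraries, other splits of the samples and CPM on raw totals. No paired analysis was possible because the tables carry no replicate numbers. Depth is unknown and limits calls at low levels: 215 genes in females and 245 in males averaged under 1 CPM.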

Other observations

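Both tests of hypotheses in this part were fixed before their results were seen, and the gene lists they used were added after the tables were seen.

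Several cell types and pathways that the comparisons above do not describe were tested as lists. In females the medians in the authors' deposited table were 0.02 for microglia, 0.14 for endothelial and mural cells, 0.21 for meningeal cells, 0.20 for choroid plexus, 0.11 for GABAergic, 0.17 for dopaminergic and -0.12 for forebrain and thalamic markers, none past an adjusted p of 0.05 as a list. The corresponding male medians in the authors' deposited table were -0.10, 0.02, -0.07, -0.25, 0.10, -0.36 and -0.03, with none past the threshold either. For the choroid plexus list in males the mean was 0.18, opposite in sign to its median, with the thyroxine carrier Ttr at 3.10 (unadjusted p = 0.0099) in the authors' deposited table. Proteasome subunits (-0.05 in females and 0.01 in males), cytosolic ribosomal proteins (-0.04 and -0.05), heat-shock proteins (-0.11 and -0.08) and the integrated stress list (0.00 and 0.01) also did not pass, with medians from the authors' deposited table for each sex. The same held for antioxidant genes (0.01 and 0.03), MHC genes (-0.07 and 0.08), inflammatory mediators (-0.10 and -0.08), PAG receptors (0.09 and -0.04) and oligodendrocyte precursor markers (-0.03 and -0.01) in the authors' deposited table for each sex. Too few members were tested for blood-cell and cholinergic markers in both sexes, with 3 and 4 members each, and for sex-chromosome genes in females, with 3. Their medians were -0.08, -0.21 and -0.04 in females and -0.51, -0.19 and -0.09 in males in the authors' deposited table, and no gene of the hindbrain Hox list was tested. With 6 members in males, the sex-chromosome list did not pass (adjusted p = 0.51).

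General neuronal markers had medians of -0.04 in females (adjusted p = 0.62) and 0.06 in males (adjusted p = 0.51), and cerebellar markers one of 0.28 in females (adjusted p = 0.39) in the authors' deposited table for each sex. Genes of mitochondrial DNA had a median of -0.06 in males (adjusted p = 0.51) in the authors' deposited table. Adjusted over the list alone, members of lists that did not pass as a whole reached the threshold in females for general neuronal markers (3) and, with 1 each, MHC, endothelial, inflammatory, myelin and precursor markers. In males, adjusted over the list alone, these were astrocyte, myelin and inflammatory lists (2 each) and GABAergic, dopaminergic, glutamatergic, antioxidant, interferon-stimulated and integrated stress lists (1 each). Median, mean and test differed in sign in females for complex I, general neuronal, integrated stress, precursor, serotonergic and other Parkinson disease genes. The same held in males for MHC, antioxidant, choroid plexus, glutamatergic, integrated stress, precursor and corticosteroid-induced genes.

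Sgk1 was lower in both sexes, and Sgk1 is induced by corticosteroids. One hypothesis was that corticosteroid signalling may be lower in Pink1-/- rats. It was raised for Sgk1 together with Cnksr3, which was higher in both sexes, and both were left out of the list tested. Of 23 other corticosteroid-induced genes in females, 16 were higher, with a median of 0.12 in the authors' deposited table (cameraPR, unadjusted p = 0.014), opposite to the prediction. This upward shift was lost at a preset correlation of 0.05 (unadjusted p = 0.060). In males the median of 22 such genes was 0.04 (unadjusted p = 0.39) in the authors' deposited table. The list holds Gjb6, which is also in the astrocyte list, and shares Pdk4 and Angptl4 with the list of PPAR targets. A shared fall of these genes was found in neither sex at either correlation, which met the criterion written beforehand against lower corticosteroid signalling as the source of the lower Sgk1. In males, and in both sexes at the correlation of 0.05, there was only a lack of a significant shift, which cannot exclude a small fall.

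Retsat and Pex11a are targets of the PPAR lipid-sensing receptors, and a second hypothesis was that PPAR targets as a group may be lower. Among 23 other targets in females, 15 were higher with a median of 0.07 in the authors' deposited table (unadjusted p = 0.036), which is the opposite direction. In males the median was -0.06 in the authors' deposited table (unadjusted p = 0.31). At a preset correlation of 0.05 the upward shift in females was lost (unadjusted p = 0.11). The criterion written beforehand for ruling the hypothesis out, a p of at least 0.05 in both sexes, was therefore not met at the preset correlation of 0.01 used throughout and met at 0.05. A shared fall of these targets was not detected beside the lower Retsat and Pex11a, and the hypothesis stays open.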
